A study of Homo sapiens with 6 samples. Its data were reported in "ENO1-related gene signature predicts prognosis and therapeutic response in diffuse large B-cell lymphoma" (2025).

How the data were processed

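RNA was sequenced from 6 libraries of cells labelled Daudi, a B-cell line established from a Burkitt lymphoma. Per the labels, 3 libraries came from wild type cells and 3 from cells with a short hairpin RNA against ENO1 (shENO1), and each library carries a replicate number from 1 to 3. No library is labelled as coming from cells with a control hairpin. Total RNA was the starting material and the libraries were made with a TruSeq RNA kit. The labels name a column-based RNA kit while the methods of the study name TRIzol, and the 2 sources were left as they stand. Reads were paired-end per the methods of the study. The labels give no batch, no date and no statement that the replicates were separate cultures, so the p-values measure the spread between these samples, which may be technical.

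The deposited table holds FPKM values, fragments scaled by transcript length and by library size, which the authors made with Cuffnorm. The submitters' processing notes name STAR, Cufflinks and Cuffnorm, and the builds hg38 and GRCh38, with no versions. How Cuffnorm scaled the libraries is not given in the sources used here, nor whether reads were counted by strand. FPKM divides by transcript length, so short abundant RNAs take a large part of each library's sum, and reads from overlapping genes or near-identical copies can be divided between them by the estimate. The study called its genes with DESeq2 on reads, and read counts were not used here. The 58273 gene identifiers carry Ensembl version numbers, of which 57966 were found in GENCODE release 29 (build GRCh38) once the version was removed. The identifier and version were the same for 55605 and the symbol was the same for 53959. Coordinates are those of GENCODE release 29. Some symbols in the deposited table had been turned into spreadsheet dates, and such genes were handled by their identifiers.

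FPKM holds no absolute depth. Low values still keep steps of the size of 1 fragment, so the relative depth was read from the most frequent ratio between libraries among genes with a mean under 0.3 FPKM and values under 1 FPKM in both libraries. Between 2857 and 3231 genes entered each ratio. Only 11.2% to 15.4% of them lay within 0.02 log2 units of the most frequent ratio, so the relative depths are estimates, and no counts were rebuilt from them.

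Genes entered the test with at least 0.5 FPKM in at least 3 of the 6 libraries. This left 17870 genes, 11904 of them protein coding. Values were transformed as log2(FPKM + 0.5), and every log2 fold change is on that scale, which understates the change of low genes. The groups were compared with limma 3.58.1 in R 4.3.3, with an intensity trend, no covariate, two-sided tests and Benjamini-Hochberg adjustment over all genes tested. Genes were counted at an adjusted p under 0.05 with an absolute log2 fold change over 1, the thresholds the study states. The choice of limma follows from the unit, because a count test needs reads. Exact two-sided permutation tests over 3 against 3 values cannot go below p = 0.1.

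Before the data were examined, 40 gene lists, the thresholds, the filter, the alternatives and the rule for the genes named in the text were fixed. The lists covered metabolism, stress responses, cell cycle, ribosome and RNA processing, B-cell genes, immune genes, drug response, other cell types, and the 11 hub genes of the study. Lists with at least 5 tested members, 36 in all, were tested with camera in limma at its preset correlation of 0.01 between genes. An estimated correlation was used beside it, and fry in limma tested whether the members of a list moved one way on balance or changed in either direction. Adjusted p-values of lists were computed over the lists tested. The genes named are ENO1 and its family, up to 10 genes with the largest rise and 10 with the largest fall among named genes past both thresholds, with at least 2 FPKM in the higher group and no overlap between groups, the 4 members of each list with the smallest p, and the 11 hub genes. The part of the rule on the largest rises and falls gave 0 genes each way. A gene that several parts name counts under each, and genes named outside the rule are said to be so.

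In the data, libraries with the same replicate number were the most alike. After each group's mean was removed, the correlation across genes of the same-numbered libraries was 0.312, 0.176 and 0.491, while it ran from -0.390 to 0.144 for the other pairs. The margin was small for number 2, as wild type replicate 1 with shENO1 replicate 2 gave 0.144. Both libraries numbered 3 stood apart, and with group means removed this also makes those numbered 1 and 2 look alike. The labels do not say that a number marks a shared day or batch, so the pairing comes from the values. A fit with the replicate number as a block was made beside the comparison without it. It leaves 2 residual degrees of freedom, against 4 without the block, and its p-values rest on this pairing.

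The test was checked on simulated data with the 17870 genes and the spread of this comparison, in which 200 genes had a known change. Without the block, 22% of the genes with a log2 change of 1 and 81% of those with a log2 change of 2 were recovered, with 2 false calls. With the block the shares were 61% and 88%, with 6 false calls. The changed genes were drawn from genes with a mean of at least 5 FPKM, so the shares do not cover lower genes such as FAP and PSTPIP2. The adjustment also depends on how many genes change, so the shares do not apply to data with few changed genes.

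Alternatives fixed in advance were pseudocounts of 0.1 and 1, other filters, other scalings of the libraries, no trend, robust moderation, library weights, removal of small RNAs and repeated symbols, the replicate block, a lower fold threshold, a test against a minimum fold, a minimum level for list members, and leaving out each library in turn. Leaving out both libraries numbered 3, the block with a correction for GC content and transcript length, protein-coding genes alone, unadjusted p, and the block with an estimated correlation were chosen after seeing the data. A list of B-lineage genes, a list of granulocyte and monocyte genes and a set of RNAs without a poly(A) tail were also chosen after the values were seen.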

Results

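The transcriptome of cells labelled Daudi was measured by RNA-seq in 3 wild type libraries and 3 shENO1 libraries. The FPKM values summed to 976922, 1053890 and 1049217 in wild type replicates 1 to 3, and to 991881, 958697 and 1040141 in shENO1 replicates 1 to 3. The absolute depth is unknown. Relative to wild type replicate 1, the estimated depth was 1.03 and 1.15 in wild type replicates 2 and 3, and 1.03, 1.18 and 1.28 in shENO1 replicates 1 to 3. The 5 most abundant genes were small non-coding RNAs, RN7SL1, RN7SK, RPPH1, RMRP and RN7SL2, which held 43.4% to 48.5% of the FPKM of a library. Correlations between libraries on the log scale ran from 0.977 to 0.988, and 0 pairs were identical.

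The series asks how knockdown of ENO1, the glycolytic enzyme alpha-enolase, alters these cells, with drug sensitivity as its stated subject. ENO1 was examined first because it checks the labels. The gene (ENSG00000074800.13) lies on the minus strand of chromosome 1, from 8861000 to 8879250 in GRCh38. It stood at 927, 998 and 1747 FPKM in the wild type libraries and at 212, 242 and 368 FPKM in the shENO1 libraries. The mean was 1224 ± 454 FPKM in wild type and 274 ± 82.9 FPKM in shENO1 (SD, n = 3 each). The knockdown libraries thus held 22.4% of the wild type level, and 22.9%, 24.3% and 21.1% within replicate pairs 1 to 3. The log2 fold change was -2.14 (SE 0.29), and the groups did not overlap. Over all genes tested, the limma adjusted p of ENO1 was 0.518. The exact permutation p was 0.1, the smallest that 3 against 3 allows. With the replicate block, ENO1 passed both thresholds, with an SE of 0.06 and an adjusted p of 0.00374. Over the alternatives its adjusted p ran from 0.00374 to 0.9999. Adjusted over the list alone among glycolysis genes, its p was 0.00304 without the block.

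The other enolases held far fewer transcripts. ENO3, the muscle form, was at 22.2 ± 9.25 FPKM in wild type and 18.7 ± 5.18 FPKM in shENO1, with a log2 fold change of -0.18 (SE 0.37). ENO2, the neuronal form, was at 0.548 ± 0.156 and 0.451 ± 0.241 FPKM, with a log2 fold change of -0.16 (SE 0.32). Both differences lay within the spread between replicates, and both changed sign in at least 1 fit that left out a library. ENO4 and the pseudogenes ENO1P2 and ENO1P3 were listed at 0 in all 6 libraries. The pseudogenes ENO1P1 and ENO1P4 lay below the filter, at no more than 0.938 FPKM in any library.

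**Figure D1:**
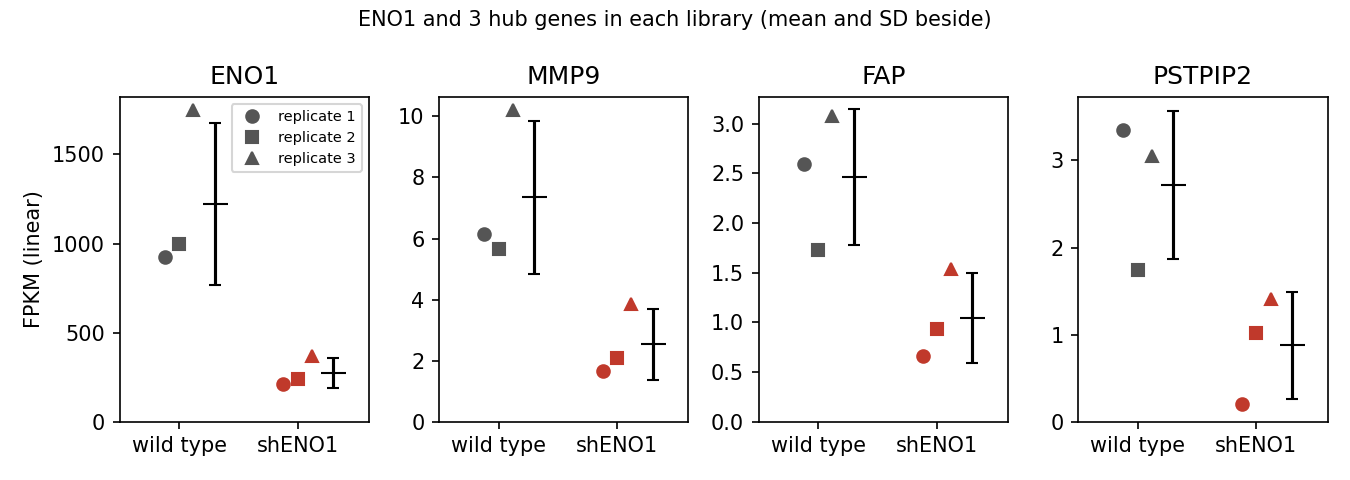
FPKM on a linear axis of ENO1, MMP9, FAP and PSTPIP2 in each library, grey for wild type and red for shENO1, with marker shapes for the replicate numbers and the mean with SD beside each group (n = 3). For each of the 4 genes the 3 shENO1 libraries lie below the 3 wild type libraries.

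Over all genes, ENO1 included, limma without the block called 0 of 17870 at an adjusted p under 0.05, with or without the fold threshold. At an unadjusted p under 0.05 there were 353 genes, against 893.5 that chance gives for libraries without shared structure. Of these, 141 also exceeded 2-fold, 62 higher and 79 lower in shENO1, and 25 of the 141 were protein coding. The groups did not overlap for 1071 genes, or 5.99% of those tested, while chance gives 10% for exchangeable libraries, which the same-numbered libraries here were not. The smallest adjusted p, 0.144, belonged to RN7SL430P, a copy of the 7SL RNA gene chosen here after its values were seen. RN7SL430P was listed at 0 in the wild type libraries and at 3.92, 3.38 and 6.53 FPKM in the shENO1 libraries. With the replicate block 1 gene, ENO1, passed both thresholds, and 1349 genes had an unadjusted p under 0.05.

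Among the 11 hub genes on which the study built its prognostic score, 3 were at lower levels in the shENO1 libraries. MMP9, a secreted gelatinase, was at 7.35 ± 2.49 FPKM in wild type and 2.54 ± 1.16 FPKM in shENO1, with a log2 fold change of -1.39 (SE 0.33). FAP, a membrane serine protease, was at 2.46 ± 0.681 and 1.04 ± 0.450 FPKM, with a log2 fold change of -0.95 (SE 0.31). PSTPIP2, an actin-associated adaptor of myeloid cells, was at 2.71 ± 0.851 and 0.878 ± 0.613 FPKM, with a log2 fold change of -1.30 (SE 0.42). Each of the 3 was lower in 3 of 3 pairs, and so were LRP5, CHERP and INTS1, whose differences were small. The log2 ratio of the plain FPKM means was -1.53 for MMP9, -1.24 for FAP and -1.63 for PSTPIP2. Adjusted over all genes tested none of them passed. Adjusted over the list alone, p was 0.0361 for MMP9 and 0.0523 for FAP and PSTPIP2, and with the block 0.00172 for MMP9, 0.0433 for FAP and 0.0670 for PSTPIP2. The study chose these genes on these samples, so a p adjusted over the list alone is not independent evidence.

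The other tested hub genes had small differences. The log2 fold change was -0.14 for LRP5, -0.08 for CHERP, -0.08 for PRMT5, -0.03 for INTS1, -0.02 for PABPC4 and 0.01 for RBM8A, and none exceeded 2 SE, with SEs from 0.13 to 0.36. With each library scaled to the same FPKM sum, PABPC4 (0.02) and INTS1 (0.01) changed sign. SYNE2 was listed at 0.0281 FPKM in wild type replicate 2 and at 0 in the other libraries, and SLC25A6 was listed at 0 in all 6. SLC25A6 lies in a part of the X chromosome that has a copy on Y, so its 0 need not mean that it was silent. As a list, the 9 tested hub genes lay below the other genes (camera adjusted p = 7.86e-04, median log2 fold change -0.08, 8 of 9 below 0). This is no independent test, because MMP9, FAP and PSTPIP2 were chosen by the study on these samples and the other 6 lay between -0.14 and 0.01. The adjusted p was 0.936 with an estimated correlation. The list's call ended without wild type replicate 3, where the adjusted p was 0.261 and the median 0.03. The median was -0.22 without wild type replicate 1, -0.26 without shENO1 replicate 3, -0.01 without shENO1 replicate 1, -0.04 without shENO1 replicate 2, -0.17 with library weights and -0.04 with each library scaled to the same FPKM sum.

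Of the 36 lists tested with camera, 8 passed, 3 of them higher and 5 lower in shENO1, the hub genes included. With an estimated correlation 0 of the 36 passed, and the adjusted p of these 8 lists then lay between 0.691 and 0.950. fry found 0 lists that moved one way on balance, and 3 whose members changed in either direction (adjusted p = 0.0313 each). These were NF-kappaB targets, immune checkpoints, and germinal centre and B-cell identity genes. CD40, a gene close to the filter, belongs to all 3 lists, so the 3 calls are not independent. With the replicate block fry found 1 list that moved one way, extracellular matrix and plasminogen genes (0.0177, against 0.993 without the block). In either direction the block gave 8 lists, among them MHC class II (0.0117) and glycolysis (0.00673), both at 0.896 without it, and ENO1 was the 1 glycolysis gene that passed over the list alone, while NF-kappaB targets no longer passed (0.0696). With the replicate block 13 lists passed camera, 7 higher and 6 lower, including all 8. With each library scaled to the same FPKM sum, 5 lists passed as higher and 5 as lower. The number of lists was 5 without wild type replicate 2 (2 higher, 3 lower), 16 without wild type replicate 3 (14 higher, 2 lower) and 13 without shENO1 replicate 3 (2 higher, 11 lower). The balance of directions thus depended on single libraries.

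Cell division genes were higher in the shENO1 libraries as a group. All 26 tested mitosis genes had a log2 fold change above 0, with a median of 0.21 and a camera adjusted p of 1.99e-11 (adjusted p = 0.936 with an estimated correlation). HMMR, a spindle-associated protein, was at 32.4 ± 2.37 FPKM in wild type and 42.6 ± 4.89 FPKM in shENO1. CDK1, the kinase that drives entry into mitosis, was at 87.2 ± 11.3 and 108 ± 9.41 FPKM. TOP2A, the topoisomerase that etoposide poisons, was at 138 ± 15.3 and 166 ± 9.71 FPKM, and the mitotic kinesin KIF20A was at 25.6 ± 2.12 and 31.1 ± 1.92 FPKM. Of the mitosis genes 0 passed on their own, adjusted over all genes or over the list alone. The median of the list was 0.26 in pair 1, 0.37 in pair 2 and -0.0054 in pair 3. At the preset correlation, the list kept its camera call in 6 of 6 fits that left out a library and in 16 of 16 other fits. In these fits the camera adjusted p reached at most 4.12e-04, but the median was 0.12 without wild type replicate 2 and 0.34 with library weights. The call ended with an estimated correlation, also with the block (camera adjusted p = 0.641). It was not made by fry for one direction (adjusted p = 0.868).

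Replication-dependent histone genes, which are transcribed in S phase, showed the largest median shift of the lists tested. All 14 tested rows lay above 0, with a median log2 fold change of 0.37. The camera adjusted p was 5.63e-11 (0.832 with an estimated correlation). The rows came from at most 13 symbols, so at least 1 symbol was counted more than once. Without small RNAs and repeated symbols, the median was 0.37 (camera adjusted p = 1.47e-09). HIST1H3B was at 750.3 ± 110.6 FPKM in wild type and 975 ± 142 FPKM in shENO1. HIST1H1D was at 427 ± 89.3 and 557 ± 67.6 FPKM, HIST1H2BC at 845 ± 186 and 1078 ± 111 FPKM, and HIST1H1B at 115 ± 24.8 and 152 ± 25.1 FPKM. Of the 14 rows 0 passed adjusted over the list alone, and 10 did with the replicate block, among them HIST1H3B (0.0260) and HIST1H2BC (0.0186). The median was 0.41, 0.51 and 0.11 in pairs 1 to 3. At the preset correlation, the list kept its camera call in 6 of 6 fits that left out a library and in 16 of 16 other fits, with a median of 0.24 without wild type replicate 2. The call ended with an estimated correlation, also with the block (camera adjusted p = 0.641), and was not made by fry for one direction (adjusted p = 0.868).

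DNA replication genes leaned the same way, with 27 of 28 members above 0, a median of 0.17 and a camera adjusted p of 9.94e-05 (adjusted p = 0.950 with an estimated correlation). E2F1, a transcription factor of S phase entry, was at 17.8 ± 4.60 FPKM in wild type and 24.5 ± 3.196 FPKM in shENO1, and the helicase subunit MCM6 was at 62.7 ± 20.2 and 84.7 ± 14.0 FPKM. The median was 0.15, 0.43 and -0.03 in pairs 1 to 3. The call ended without wild type replicate 2, where the adjusted p was 0.957 and the median -0.03, and without shENO1 replicate 3, where the adjusted p was 0.0816 and the median 0.09. The median rose to 0.38 without wild type replicate 3, to 0.35 with library weights and to 0.31 without both libraries numbered 3. The libraries numbered 3 stood apart from the others in both groups. In them 13 of the 28 DNA replication genes were higher, against 3 of the 26 mitosis genes and 2 of the 14 histone rows.

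**Figure D2:**
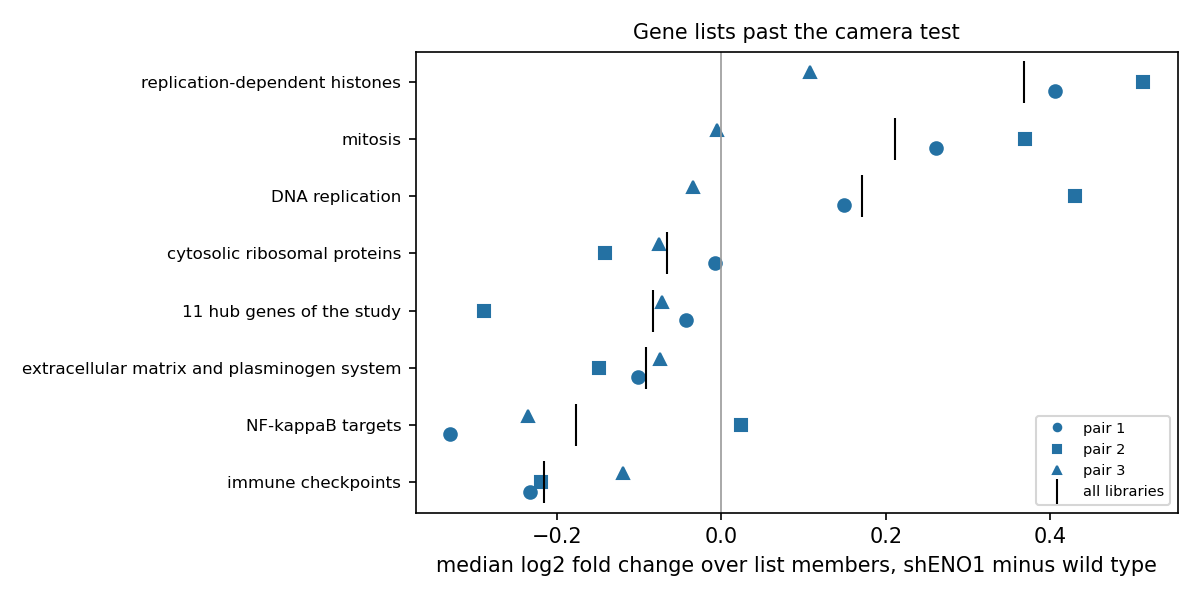
Median log2 fold change over the members of each of the 8 gene lists that passed camera, shENO1 minus wild type, for all libraries (black bars) and within replicate pairs 1, 2 and 3 (markers). The histone list lies at 0.37 over all libraries, the mitosis list at 0.21 with pair 3 at -0.0054, and the immune checkpoint list at -0.22.

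Genes of the cytosolic ribosome were slightly lower in shENO1. Of 41 ribosomal protein genes 38 lay below 0, with a median log2 fold change of -0.07 and a camera adjusted p of 3.37e-04 (adjusted p = 0.936 with an estimated correlation). RPL5 was at 664 ± 66.0 FPKM in wild type and 564 ± 10.5 FPKM in shENO1, RPL11 at 639 ± 78.7 and 549.9 ± 10.9 FPKM, and RPS15 at 1317 ± 66.4 and 1157 ± 73.6 FPKM. Of the 41 genes 0 passed on their own. The median was -0.0074, -0.14 and -0.08 in pairs 1 to 3. It was -0.02 with each library scaled to the same FPKM sum, -0.10 without wild type replicate 1 and -0.11 with library weights. The call ended without wild type replicate 2 (adjusted p = 0.0873).

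Targets of NF-kappaB, a transcription factor of immune activation, were lower as a group, with 14 of 18 members below 0, a median of -0.18 and a camera adjusted p of 3.37e-04 (adjusted p = 0.936 with an estimated correlation). BIRC3, an inhibitor of apoptosis, was at 11.1 ± 3.07 FPKM in wild type and 6.67 ± 0.274 FPKM in shENO1, and TNFAIP3, a negative regulator of the pathway, was at 23.9 ± 4.33 and 17.1 ± 1.14 FPKM. CD40, a receptor upstream of the pathway, was at 0.646 ± 0.122 and 0.0530 ± 0.0564 FPKM, close to the filter. The chemokine CCL3 went the other way, at 0.346 ± 0.388 and 1.14 ± 0.0204 FPKM. The median was -0.33, 0.02 and -0.24 in pairs 1 to 3. The call ended with library weights (adjusted p = 0.312), without wild type replicate 1 (0.0928) and without wild type replicate 3 (0.118). The median was -0.29 without wild type replicate 2 (7.83e-08), -0.28 without shENO1 replicate 3 (5.26e-04) and -0.12 with no filter (0.00897).

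Immune checkpoint genes were also lower, with 11 of 14 tested members below 0, a median log2 fold change of -0.22 and a camera adjusted p of 0.00185 (adjusted p = 0.691 with an estimated correlation). CD48, a surface ligand of the NK receptor CD244, was at 89.9 ± 17.6 FPKM in wild type and 49.8 ± 11.6 FPKM in shENO1, with a log2 fold change of -0.85 (SE 0.21). Its p adjusted over the list alone was 0.0537, and 9.62e-04 with the replicate block. The receptor TNFRSF14 was at 24.9 ± 7.72 and 18.3 ± 2.39 FPKM, and the ligand TNFSF9 at 13.4 ± 1.86 and 11.3 ± 0.888 FPKM. CD40 belongs to this list as well. The call ended with no filter (adjusted p = 0.0856, median -0.06), with a filter of 1 FPKM (0.0749, median -0.07), without wild type replicate 1 (0.111) and without wild type replicate 2 (0.0873), while the median was -0.34 without both libraries numbered 3.

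The extracellular matrix and plasminogen list, which holds MMP9 and FAP, chosen by the study on these samples, had 13 of 20 members below 0, a median of -0.09 and a camera adjusted p of 0.0386 (adjusted p = 0.936 with an estimated correlation). The matrix metalloproteinase MMP15 was at 4.996 ± 0.297 FPKM in wild type and 3.58 ± 0.861 FPKM in shENO1, and MMP2 at 11.1 ± 2.74 and 7.94 ± 0.810 FPKM. Adjusted over this list alone, p for MMP9 was 0.0802, and 0.00383 with the replicate block. The call ended with no filter (0.234), with quantile normalization (0.0577), without both libraries numbered 3 (0.0664), and without wild type replicate 2 (0.207), wild type replicate 3 (0.244) or shENO1 replicate 1 (0.367). The median was -0.14 without wild type replicate 1, -0.17 without shENO1 replicate 2, -0.16 without wild type replicate 3, -0.02 without wild type replicate 2 and -0.05 with each library scaled to the same FPKM sum.

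The remaining 28 lists did not pass, with adjusted p-values from 0.0724 to 0.921. Glycolysis, the pathway of ENO1, had 16 of 21 members above 0 and 5 below, with a camera adjusted p of 0.672. Among its members PFKM was at 1.48 ± 0.618 FPKM in wild type and 2.28 ± 0.0775 FPKM in shENO1, PFKP at 72.3 ± 9.33 and 82.7 ± 6.05 FPKM, and ALDOC at 0.489 ± 0.258 and 0.859 ± 0.0759 FPKM. The adjusted p was 0.890 for the hypoxia response, 0.869 for the amino acid response, 0.910 for B-cell receptor signalling and 0.591 for germinal centre and B-cell identity genes. Median, mean and test did not share a sign for glycolysis, the amino acid response, p53 targets, the BCL2 family, RNA splicing, iron metabolism, and germinal centre genes.

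Energy metabolism lists passed in some fits and not in others. The adjusted p of the TCA cycle was 0.0724 without the block and 0.0110 with it, that of nuclear-encoded oxidative phosphorylation 0.0902 and 0.00985, and that of pentose phosphate and serine synthesis 0.195 and 0.0234, all 3 higher in shENO1. Without the block, the 3 lists in this order were at 0.00154, 3.60e-06 and 0.00682 when wild type replicate 3 was left out, at 0.0385, 0.0351 and 0.0385 without shENO1 replicate 2, and at 0.787, 0.984 and 0.818 without shENO1 replicate 3. The TCA cycle and oxidative phosphorylation lists also passed without shENO1 replicate 1 (0.0244 and 0.0154) and with each library scaled to the same FPKM sum (0.0156 and 0.00743), and oxidative phosphorylation passed with library weights (0.0451). All 3 passed without both libraries numbered 3 (0.0133, 2.46e-04 and 0.0222). Nucleotide excision and crosslink repair genes were at 0.195 and 0.0357, also higher, and passed without the block when wild type replicate 1 was left out (0.0327) and with library weights (0.0325). MYC targets of ribosome biogenesis were at 0.299 and 7.47e-05, lower in shENO1. Without the block they were lower when wild type replicate 1 (1.36e-05), shENO1 replicate 3 (1.19e-07) or both libraries numbered 3 (0.0399) were left out and with library weights (0.0433), but higher without wild type replicate 3 (0.0141). With the block and an estimated correlation 0 lists passed, and the smallest adjusted p was 0.641.

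For drug response, the design text of the series names sensitivity as its subject. Drug efflux transporters had 8 of 12 members below 0 (camera adjusted p = 0.195), with ABCA2 at 13.3 ± 6.28 FPKM in wild type and 8.77 ± 0.795 FPKM in shENO1, and ABCC1 at 18.1 ± 0.774 and 16.4 ± 0.349 FPKM. Tubulins and topoisomerases, the targets of vinca alkaloids and etoposide, had a camera adjusted p of 0.366, with the tubulin-binding protein STMN1 at 389 ± 25.4 and 451 ± 23.0 FPKM. DDB1, a damage recognition subunit of nucleotide excision repair, was at 103 ± 16.2 FPKM in wild type and 60.1 ± 12.4 FPKM in shENO1, with a log2 fold change of -0.79 (SE 0.19). Its p adjusted over the list alone was 0.1003, and 0.00126 with the replicate block.

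The lists of cell type markers describe the cells in both groups. Of the 16 myeloid cell markers 12, or 75%, reached 0.5 FPKM on average. Among B-cell receptor signalling genes 18 of 23 did, or 78.3%, and among germinal centre and B-cell identity genes 13 of 26, or 50%. The T and NK cell markers reached it in 3 of 17 cases, the adherent cell markers in 6 of 17 and the erythroid and platelet markers in 2 of 12. Among B-lineage genes, the immunoglobulin receptor component CD79B was listed at 0 in all 6 libraries, as were CR2, BLK, POU2AF1, TCL1A, FCRLA and HLA-DRA. MS4A1, which encodes CD20, reached at most 0.101 FPKM, IGHM at most 0.0475 FPKM and JCHAIN at most 0.0588 FPKM. IGKC lay between 0 and 2.29 FPKM. PAX5 lay between 2.47 and 4.49 FPKM and EBF1 between 3.38 and 5.26 FPKM. Genes of granulocytes and monocytes lay far higher in every library, with 236 to 536 FPKM for the granule protease CTSG, 102 to 203 FPKM for AZU1, 154 to 482 FPKM for lysozyme (LYZ), 150.3 to 222 FPKM for the transcription factor CEBPA and 35.7 to 80.6 FPKM for the receptor CSF3R. MPO and CD14, in contrast, stayed at or below 0.161 and 0.375 FPKM. The CTSG, AZU1 and CEBPA examples were chosen after their values were seen. The values of CTSG, AZU1 and CEBPA overlapped between the groups. The myeloid marker list, which holds LYZ and CSF3R but not these genes, did not pass camera (adjusted p = 0.795), which does not show equal levels.

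**Figure D3:**
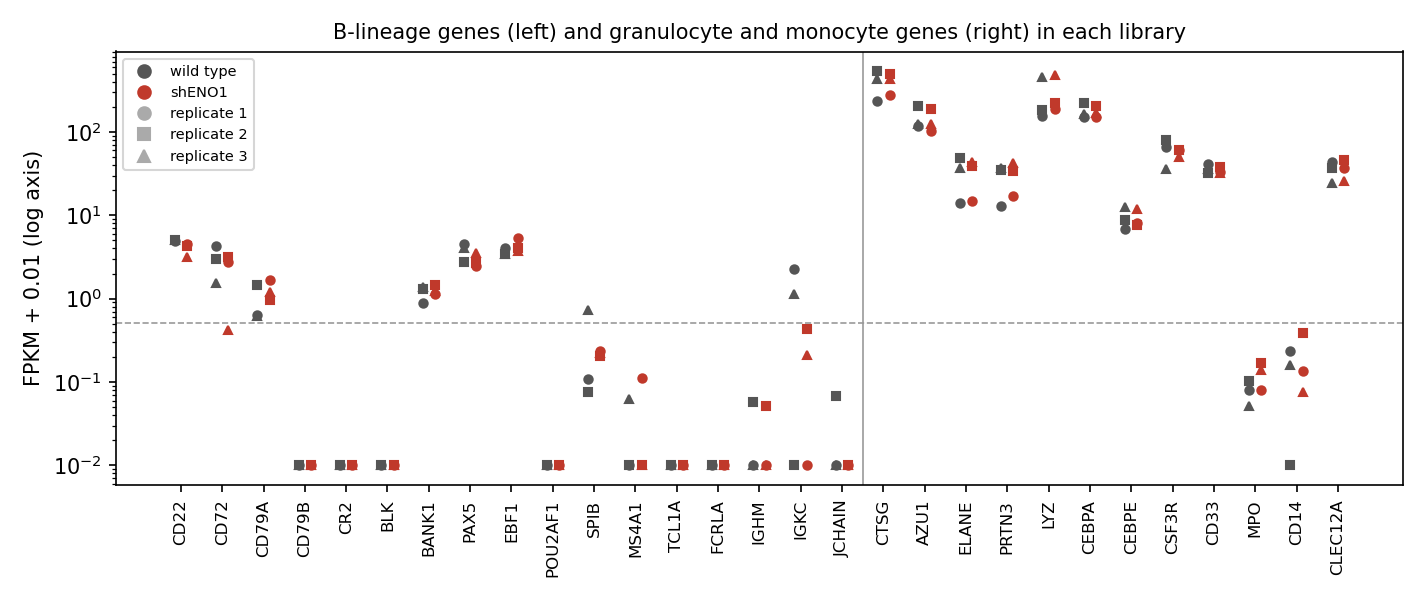
FPKM plus 0.01 on a log axis of 17 of the 19 B-lineage genes (left of the vertical line) and 12 granulocyte and monocyte genes (right) in each library, grey for wild type and red for shENO1, with marker shapes for the replicate numbers; the dashed line marks 0.5 FPKM. Of the B-lineage genes shown 10 lie under 0.5 FPKM on average, while 10 of the 12 granulocyte and monocyte genes lie above it.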

Values the study reported

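The study reported 82 differentially expressed genes after ENO1 knockdown in Daudi cells, at an absolute log2 fold change above 1 and an FDR below 0.05. For 3 of its 11 hub genes it gave lower expression with shENO1, with a logFC of -1.5 for PSTPIP2, -1.6 for MMP9 and -1.2 for FAP. Together with genes from its other assays, these fed a set of 459 ENO1-related genes.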

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

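The settings without both libraries numbered 3, the block with the GC content and length correction, the unadjusted p, the protein-coding genes alone and the block with an estimated correlation were chosen after seeing the data. The count of 0 genes past both thresholds became 4 with library weights (ENO1, TAF9 and RN7SL426P lower, RN7SL430P higher), 1 with the replicate block, 2 without both libraries numbered 3 (ENO1 and AL590762.4), 1 with the block and the GC content and length correction, and 141 at an unadjusted p with the fold threshold. The counts at any fold were the same in the fits that made one, 4, 1, 2 and 1. In the other settings run, leaving out each library included (0 to 0), the count was 0. The log2 fold change of ENO1 passed the threshold with library weights (-2.08), the replicate block (-2.14), without both libraries numbered 3 (-2.08) and with the block and the correction (-2.14), and leaving out each library moved it between -2.37 and -1.85. The 8 gene lists became 13 with the replicate block, 13 without both libraries numbered 3, 15 with the block and the correction, 0 with an estimated correlation, 0 with fry for one direction, 3 with fry for either direction, and 0 with the block and an estimated correlation, and they numbered 5 to 16 when a library was left out. The median of the hub genes lay between -0.26 and 0.029 when a library was left out. With the block, the calls of list members adjusted over their list alone went from 3 to 27. The replicate block changed no other call over all genes or in camera than those given here and in the report. Tests on read counts, which the study used, were not run because the values are FPKM. The cause of these changes was not tested, except that leaving out libraries leaves fewer samples.

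Beside ENO1, whose calls are given above, 61 genes were named with group values. In 16 alternatives 963 of their values kept their sign and 5 changed it, while not every gene entered every fit. Among these values 2 came past the threshold (TAF9 and RN7SL430P with library weights). The sign changes were ENO2 (0.0052) and RBM8A (-0.026) with library weights, PABPC4 (0.021) and INTS1 (0.015) with each library scaled to the same FPKM sum, and INTS1 (0.026) with the block and the correction. Leaving out each library turned the sign in 15 of 357 values. ENO2 ran from -0.26 to 0.029, ENO3 from -0.57 to 0.073, CHERP from -0.17 to 0.044, PABPC4 from -0.25 to 0.13, PRMT5 from -0.41 to 0.22, INTS1 from -0.10 to 0.029 and RBM8A from -0.26 to 0.32. These genes did not pass the test in any fit. No scaling moved the median log2 fold change of all genes by more than 0.04. Since FPKM holds no counts, a difference in genes of a few FPKM, such as FAP and PSTPIP2, cannot be set against counting error.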

Other observations

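The lineage tests, the test on abundant small RNAs, the test on RNA without a poly(A) tail and the test of growth state were chosen after the result was seen, and so were the genes of the next paragraph that lie outside the naming rule.

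The antigen presentation lists did not pass (camera adjusted p = 0.795 for MHC class I and 0.890 for class II), and none of their members passed over all genes tested. CTSS, the protease that trims the invariant chain, was at 32.1 ± 3.79 FPKM in wild type and 46.5 ± 4.09 FPKM in shENO1 (SD, n = 3 each), with a log2 fold change of 0.53, while the invariant chain CD74 was at 148 ± 37.0 and 113 ± 24.4 FPKM. Adjusted over the list alone, the limma p was 0.0504 for CTSS and 0.584 for CD74, and with the replicate block 0.00516 and 0.00742. HLA-B was at 0.474, 8.47 and 5.997 FPKM in the wild type libraries and at 7.10, 33.5 and 31.2 FPKM in the shENO1 libraries, higher in 3 of 3 pairs (limma adjusted p over the list alone = 0.242, and 0.001003 with the block). TAPBP, the peptide-loading chaperone tapasin, was at 56.5 ± 24.5 and 23.2 ± 1.44 FPKM. The cystine transporter SLC7A11 was at 17.3 ± 4.95 and 11.4 ± 2.51 FPKM, and the hypoxia-responsive genes VEGFA (79.7 ± 9.33 and 65.9 ± 8.91 FPKM) and NDRG1 (49.4 ± 8.98 and 61.9 ± 10.6 FPKM) lay on opposite sides. Calls over the list alone that came only with the replicate block were VEGFA and NDRG1 (0.0341 each, 0.7996 without), ERO1A (0.0405, 0.7996 without), AARS (0.0346, 0.863 without) and HSPD1 (0.0292, 0.973 without). SLC7A11 belonged to them in the amino acid response (0.0268, 0.863 without) and in iron metabolism (0.0192, 0.965 without). Outside the rule, the complement gene C3 was at 27.4 ± 4.86 and 10.6 ± 1.14 FPKM, with a log2 fold change of -1.32 (SE 0.17) and a limma adjusted p of 0.498. The metalloprotease gene ADAMDEC1 was at 97.8 ± 32.6 and 38.2 ± 16.4 FPKM, SERPINA1 at 8.96 ± 1.94 and 4.33 ± 0.441 FPKM, the amino acid oxidase IL4I1 at 8.94 ± 2.23 and 4.05 ± 1.27 FPKM, and the calcium channel ORAI1 at 19.1 ± 1.72 and 11.3 ± 0.964 FPKM. Each of these 5 genes was lower in 3 of 3 pairs, and none passed over all genes tested. TAF9, which overlaps AK6, was at 15.3 ± 7.34 and 2.44 ± 0.422 FPKM.

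The libraries numbered 3 of both groups stood apart from the other 4, a comparison by replicate number that is not one of the study. With group as a term, limma found 2141 genes higher and 1758 lower in them. HSPA8 was 3.09-fold, HSP90AA1 2.14-fold, HSPD1 1.99-fold and NCL 2.22-fold higher, the chemokine CCL2 was 14.0-fold higher and AIF1 14.8-fold lower. Of the MYC targets 22 of 24 were higher, as were 33 of 42 splicing genes, 16 of 19 unfolded protein response genes and 10 of 12 heat shock genes, and with an estimated correlation the smallest adjusted p of these lists was 0.427.

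With limma the number of genes past both thresholds was 0 here, with 353 at an unadjusted p under 0.05. That is lower than the value quoted from the study above, which came from another test on read counts.

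Lineage was the pattern most at odds with the labels. A list of 19 B-lineage genes had a median of 0 to 0.0527 FPKM per library, and 57.9% of its members lay under 0.5 FPKM, while the myeloid markers fixed in advance had a median of 11.2 to 17.0 FPKM. A minority of myeloid cells among Daudi cells is argued against, because in 0 libraries did a B-cell list fixed in advance have a median above the myeloid one (4.22 to 5.11 FPKM for B-cell receptor signalling, 0.612 to 0.973 FPKM for germinal centre genes), and MS4A1, IGHM and JCHAIN, listed above 0 in some libraries, stayed at or below 0.101 FPKM. Failed estimates listed at 0 stay open for single genes. Of 145 ribosomal, splicing, oxidative phosphorylation and translation genes 0% lay under 0.5 FPKM, but the ADP/ATP carrier gene SLC25A6 was listed at 0 in all 6 libraries. SLC25A6 lies in a part of the X chromosome (1386152 to 1392724) that has a copy on Y, between which reads cannot be told apart. Its 0 therefore does not bear on B-lineage genes without such a copy. Cells of another lineage than the label names stay open too. Only 1 of the 2 B-cell lists fixed in advance had a lower share of members at 0.5 FPKM than the myeloid markers. That share cannot decide, because the B-cell receptor list also holds signalling genes not restricted to B cells, such as LYN and SYK. In the lists chosen after the values were seen, 11 of 19 B-lineage genes lay under 0.5 FPKM. In contrast, 10 of 12 granulocyte and monocyte genes reached it. These levels are at odds with the label, though PAX5 and EBF1 stayed at or above 2.47 and 3.38 FPKM. Neither an exchange of samples before sequencing nor a drift of the line was tested.

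For the libraries numbered 3, a bias from GC content or transcript length is argued against, because 3933 genes differed after its correction and 3899 before. A few abundant small RNAs taking the signal would move all other genes by a common factor, which is argued against because the share of the 5 most abundant genes leaves at most 1.10-fold between libraries, while 232 genes were higher and 448 lower by over 2-fold. The direction of the heat shock and MYC target genes is consistent with another growth or stress state of those cultures, which no value here tests, and the labels give no batch to set against it.

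The higher cell cycle and histone genes in shENO1 were weighed last. A bias from GC content or transcript length is argued against, because the median of the mitosis list was 0.21 both before and after the correction. The SE over members was 0.0154, which treats the genes as independent and does not measure the spread between samples. A larger yield of RNA without a poly(A) tail, which would raise histone transcripts, is argued against by the median of -0.10 over RN7SL1, RN7SK, RMRP and RPPH1. A difference in growth state between the cultures of a pair stays open, as the mitosis median was -0.0054 in the lowest pair, pair 3. The knockdown itself is the biological explanation that the design names. Without a control hairpin, it cannot be told apart from effects of transduction, selection or other targets of the hairpin.

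With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real split gave 0 genes past both thresholds and at any fold, which all 10 splits reach by necessity, and the highest of the others gave 2. With the replicate block the real split gave 1 gene, and 2 of the 4 splits that part all pairs gave as many, with 1 as the highest of the others. For gene lists the real split gave 8, 6 of the 10 splits gave as many and the highest of the others gave 17. Splits that put both libraries numbered 3 on one side reached 3476 genes at an unadjusted p under 0.05, against 353 for the real split, which points to a structure of the samples. The other splits that part all 3 pairs gave 277, 285 and 284 such genes, and 5, 2 and 1 lists.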
